A study of Mus musculus with 22 samples. Its data were reported in "Adipose tissue retains an epigenetic memory of obesity after weight loss" (2024).

How the data were processed

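Chromatin accessibility was measured by ATAC-seq in 22 libraries from mouse epididymal adipose tissue. Each library came from the biotin-labelled adipocyte nuclei of 1 animal, and the labels give 8 groups by diet, duration and age. The files used here are the deposited peak lists, 1 per library, and raw reads were not used. The authors trimmed the reads, aligned them to the mouse genome build GRCm38, summed them into coverage and called peaks on each library's own coverage with SEACR in stringent mode. SEACR was run with a numeric threshold of 0.01, which keeps the top share of covered blocks by summed coverage. The replicates were not pooled. The study's methods state that peaks on a list of problem regions were removed, and it is not stated whether that step precedes these lists. No such filter was applied here, so peaks of such regions may remain.

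Each peak has a position and 2 deposited values in the unit signal. The total signal is the coverage summed over the bases of the peak, and the maximum signal is the highest coverage at any base. The authors state no normalization of either value, and their scale differs between libraries. The lists hold no read counts, so the sequencing depth of a library is not known from them, and the lowest total signal in each list was used as the mark of its threshold. Every library matched 1 list, and the number of unmatched columns was 0. The single mitochondrial peak of each library was set aside. Peaks on chromosomes 1 to 19, X and Y were used. No library was left out.

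All peaks that overlap by 1 bp or more in any library were merged into union regions. A region was called in a library when it overlapped 1 of that library's peaks by 1 bp or more. For comparisons of signal, each library was rank-mapped. The 30083 regions of highest total signal in a library kept their rank and took the mean sorted log2 total signal at that rank over the 22 libraries. All other regions sat at the value of the last rank, a log2 total signal of 14.01, which is called the floor. The number 30083 is the smallest number of regions in any library. Promoters were windows of 2000 bp on each side of the transcription start sites of the GENCODE vM21 basic annotation of GRCm38. Promoter signal was the total signal of the peaks that overlap a gene's promoters, rank-mapped in the same way.

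The 4 pairs of groups of the same age that were compared are H with C, HC with CC_s, HH with CC_l and HHC with CCC. The pairs of control groups of different age, CC_s with C and CCC with CC_l, gave the background. Library measures were compared by two-sided exact permutation tests. A comparison of 3 libraries with 3, or of 3 with 2, cannot go below an exact p of 0.1. The test that permutes labels within each duration and sums over both durations has 200 relabellings. Tests of retention and of correlated effects permuted the weight loss and control labels and were one-sided, except the test of the retained obesity effect, which was two-sided. The replicate overlap test drew 100000 permutations. Benjamini-Hochberg adjusted values were computed over the 30 tests of library measures and over the 6 tests of retention and agreement.

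Differential regions were found with limma (version 3.58.1, R 4.3.3), using lmFit and eBayes with a trend, on the libraries of the 2 groups compared. Regions above the floor in at least as many libraries as the smaller group holds were tested. A region was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. Regions at an unadjusted p under 0.01 with the same fold change were counted as well. Gene lists were tested at promoters with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation and with fry. The adipocyte list and the inflammatory list hold 36 genes each, and their 8 tests were adjusted together. Marker lists for macrophages, for endothelial and stromal cells and for lymphocytes hold 12 genes each. The inflammatory list shares 11 genes with the macrophage list. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest.

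The regions named in the text follow a rule. For each of the 4 pairs they are the 3 regions with the smallest p among those called, or the single region with the smallest p where none was called. The 10 named genes are 9 that the study's text names (Gpam, Cyp2e1, Acacb, Icam1, Lyz2, Tyrobp, Maob, Ctsd and Runx2) and Adipoq. The groups, tests, lists, naming rule and most alternatives were chosen before the data were examined. The alternatives were a stricter peak list, another overlap rule, the maximum signal, 2 other scalings, other region filters, other model settings, a replicate block and leaving out each replicate in turn. Alternatives that were added after the data had been seen are named as such in the closing section.

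The code was tested on simulated data with region means and spreads taken from the C libraries. With 200 of 41490 regions changed by 2 on the log2 scale, the comparison of 3 libraries with 3 called 143 regions, of which 139 had been changed. The comparison of 3 libraries with 2 called 103 regions, of which 98 had been changed. With nothing changed, both comparisons called 0 regions, and 70 and 126 regions passed the unadjusted threshold. Changed regions were drawn from those with a mean above the median. Noise was independent between regions, and no simulated library had low enrichment. These counts therefore need not hold for weaker regions or for groups with such a library.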

Results

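The study asked whether adipocytes keep an altered chromatin state after diet-induced obesity has been reversed. ATAC-seq, which marks open chromatin by where a transposase can insert, was run on adipocyte nuclei from epididymal fat. The mice carried a tamoxifen-inducible Cre recombinase driven in adipocytes and a reporter that tags nuclei with biotin, so that labelled nuclei could be pulled out of frozen tissue. In the short-term arm, C (n = 3) received low-fat chow to 18 weeks of age and H (n = 3) received high-fat diet for 12 weeks to that age. HC (n = 3) received the same high-fat diet and then chow for 8 weeks, to 26 weeks of age, and CC_s (n = 3) is the control of that age. In the long-term arm, CC_l (n = 2) and HH (n = 3, 25 weeks of high-fat diet) were 31 weeks old. CCC (n = 2) and HHC (n = 3, 25 weeks of high-fat diet and 8 weeks of chow) were 39 weeks old. The study's methods name a different chow for the last 8 weeks, given to controls as well, so CC_s and CCC differ from C and CC_l in diet as well as in age. H and HH are called obese here, and HC and HHC are called weight loss. The 2 arms coincide with 2 series of libraries, so a difference between the arms and a difference between the series cannot be told apart.

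The files used hold peaks and no reads, so the sequencing depth is not known from them. The number of peaks ranged from 40528 in HHC 2 to 60523 in HC 3, and the covered length ranged from 128 Mb in HC 3 to 299 Mb in CC_s 2. The lowest total signal that a list holds ranged from 7639 in HC 3 to 24366 in HHC 2. The median maximum signal of a peak was 17 in HC 3, 18 in HHC 3, 30 in HH 1 and 33 in CCC 2, and it reached 107 in C 3. Merging the peaks of all libraries gave 104657 union regions that cover 607 Mb. Of these, 12395 were called in all 22 libraries and 48481 in a single library.

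The first comparison asked whether the number, covered length and width of called peaks differ with diet. Each list keeps a top share of its library's covered blocks, so these measures cannot decide whether the amount of open chromatin differs. The mean number of peaks was 46268 ± 3599 (SD, n = 3) in C and 46752 ± 1967 (n = 3) in H. It was 47751 ± 3412 (n = 3) in CC_s and 51836 ± 9371 (n = 3) in HC. It was 53557.5 ± 2295 (n = 2) in CC_l and 51760 ± 5100 (n = 3) in HH, and 51674.5 ± 7707 (n = 2) in CCC and 49201 ± 8020 (n = 3) in HHC. Over both durations the obese groups differed from their controls by -657 peaks (exact permutation test, p = 0.775) and the weight loss groups by 806 peaks (exact permutation test, p = 0.835). Covered length differed by -15.3 Mb (exact permutation p = 0.45) and -36.1 Mb (exact permutation p = 0.28). The median peak width differed by 1.33 bp (exact permutation p = 0.995) and -168 bp (exact permutation p = 0.745). Covered length differed by -21.2 Mb between H and C and by -58.0 Mb between HC and CC_s (exact permutation tests, p = 0.3 for each). No single pair went below that p in peak number, covered length or width (exact permutation tests). The difference in peak number between HC and CC_s, 4085, was -258.5 without HC 3.

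The share of peaks that overlap a promoter was 35.3% ± 1.77 (SD, n = 3) in C, 34.2% ± 1.23 (n = 3) in H, 34.5% ± 1.67 (n = 3) in CC_s and 33.1% ± 3.88 (n = 3) in HC. In the long-term groups it was 32.8% ± 0.404 (n = 2) in CC_l, 32.8% ± 1.07 (n = 3) in HH, 33.5% ± 1.71 (n = 2) in CCC and 34.0% ± 4.42 (n = 3) in HHC. The obese groups differed from their controls by -0.552 percentage points over both durations (exact permutation test, p = 0.465). The weight loss groups differed by -0.472 percentage points (exact permutation test, p = 0.82). Among the 10000 strongest peaks of each library the difference between H and C was -2.71 percentage points in place of -1.13.

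Replicate overlap was measured as the Jaccard index, the bases shared by a pair of libraries divided by the bases in either. In the short-term arm the mean index was 0.502 within groups and 0.478 between groups (permutation test, p = 0.0264). In the long-term arm it was 0.427 within groups and 0.445 between groups (permutation test, p = 0.74). Within HC the index ranged from 0.229 to 0.577, and within HHC from 0.237 to 0.498. The short-term value depended on the overlap rule and on the libraries. Without CC_s 2 the difference of within and between groups was 0.0123 in place of 0.0241 (permutation p = 0.21), and without any single C, H or CC_s library it no longer passed 0.05. When peaks with 50% of their length overlapped were counted, it was 0.0175 (permutation p = 0.192).

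Gained regions were called in every library of the first group of a pair and in no library of the second, and lost regions the other way round. H against C gave 1640 gained and 1149 lost regions, and HH against CC_l gave 1029 gained and 1502 lost regions. HC against CC_s gave 193 gained and 940 lost regions, and HHC against CCC gave 293 gained and 1388 lost regions. The control pairs gave 326 gained and 133 lost regions for CC_s against C, and 728 gained and 1238 lost regions for CCC against CC_l. The sum of both counts for H against C, 2789, was above the highest sum from the other splits of the same 6 libraries, 601. For HC against CC_s the sums were 1133 and 740, and for HH against CC_l they were 2531 and 2098. For HHC against CCC the sum was 1681, and another split of these libraries reached 1947. The counts depended on the peak list and on single libraries. With 1 library fewer in a pair more regions qualify. HC against CC_s gave 913 gained regions without HC 3, CCC against CC_l gave 5666 gained regions without CCC 1, and HHC against CCC gave 5729 lost regions without CCC 1. With the 10000 strongest peaks of each library, H against C gave 347 gained and 399 lost regions.

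**Figure D1:**
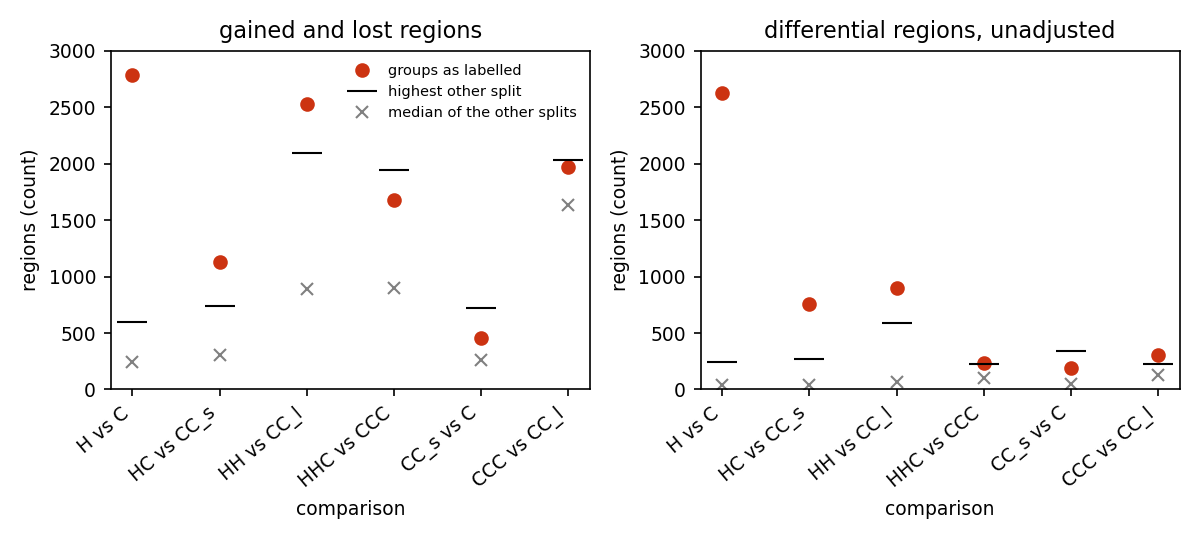
Number of regions (vertical axes) for each comparison (horizontal axes), as gained and lost regions on the left and as differential regions at the unadjusted threshold on the right. Red points stand for the groups as labelled, black bars for the highest and grey crosses for the median of the other splits of the same libraries. H against C lies at 2789 and 2629 regions, above the other splits.

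Retention asks whether regions gained or lost in obesity still differ after weight loss. For each such region the share of calling libraries in the weight loss group was compared with that in its age-matched control. Of the 1640 regions gained in H, 50.7% had a larger share of calls in HC than in CC_s and 10.7% had a smaller one, a difference of 40.1 percentage points (one-sided exact permutation test, p = 0.1). Of the 1149 regions lost in H, 69.7% were called by a smaller share of HC libraries and 7.40% by a larger one, a difference of 62.3 percentage points (one-sided exact permutation test, p = 0.05, the smallest it can give). In the long-term arm the differences were 27.3 percentage points for 1029 gained regions and 49.0 percentage points for 1502 lost regions (one-sided exact permutation tests, p = 0.1 and p = 0.1). Without CC_l 2 these were 8.67 and 19.7 percentage points, and the short-term value for gained regions was 24.5 percentage points without HC 2. Over both durations the difference was 33.7 percentage points for gained regions (p = 0.02, adjusted p = 0.02, exact permutation test). For lost regions it was 55.7 percentage points (p = 0.005, adjusted p = 0.01, exact permutation test). The result for gained regions depended on the call. When a call needed 50% of the region covered, it was 19.5 percentage points (exact permutation p = 0.13). Without C 3 it was 27.6 percentage points (exact permutation p = 0.05).

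Between H and C, limma tested 30840 regions and called 2555, of which 1520 were higher and 1035 lower in H. This count rested on C 2. Without C 2 it was 147, and without any other single library it ranged from 1043, without C 1, to 2606, without H 3. At the unadjusted threshold 1857 regions passed without C 2, in place of 2629. Another split of the 6 libraries gave at most 63 calls. In HC against CC_s, 0 of 29698 regions were called at the adjusted threshold. There, 754 regions passed the unadjusted threshold, 131 higher and 623 lower in HC, and 3563 regions had an unadjusted p under 0.05. Without HC 3, 82 regions were called. In HH against CC_l, 0 of 33619 regions were called, 902 passed the unadjusted threshold, 456 higher and 446 lower, and 4604 had an unadjusted p under 0.05. In HHC against CCC, 0 of 32737 regions were called, 231 passed the unadjusted threshold, 40 higher and 191 lower, and 2011 had an unadjusted p under 0.05. The control pairs had 0 called regions, with 187 regions at the unadjusted threshold and 2374 with p under 0.05 for CC_s against C, and 306 and 3172 for CCC against CC_l. A fit of all libraries of a duration together called 390 regions between HC and CC_s. The ratio of the median to the lowest maximum signal, a mark of enrichment, was lower in every H library (4.7 to 6.4) than in every C library (6.82 to 8.92), so a part played by enrichment in these calls is open.

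Of the regions tested between H and C, 44.9% overlapped a promoter. The share was 29.4% among the regions called higher in H and 37.1% among the regions called lower. In HC against CC_s, 30.7% of the 623 lower and 44.3% of the 131 higher regions at the unadjusted threshold overlapped a promoter. Of the regions tested there, 46.3% did. In HH against CC_l lower and higher regions gave 31.8% and 35.1%, against 43.3% of those tested. In HHC against CCC they gave 35.6% and 47.5%, against 45.0%. In the control pair CC_s against C they gave 24.3% and 36.7%, against 45.8%. For CCC against CC_l they gave 34.7% and 40.1%, against 45.6%. No test was run on these shares.

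All positions are on GRCm38. The region with the smallest p between H and C lies on chromosome 1 from 97950805 to 97966539, within the gene Pam. It had a peak in 3 of 3 H libraries and in 0 of 3 C libraries, which all sat at the floor. Its log2 total signal was 17.39 ± 0.20 (SD, n = 3) in H (adjusted p = 0.00198, limma), and no difference is given because no C library has a peak there. The next lies on chromosome 5 from 80657628 to 80671415, in no gene, with a peak in 3 of 3 H and 2 of 3 C libraries, 17.05 ± 0.06 (n = 3) in H and 14.08 ± 0.12 (n = 3) in C, a difference of 2.97 (SE 0.20, adjusted p = 0.00198, limma). The last of the 3 lies on chromosome 13 from 23394701 to 23403725, 14635 bp from Abt1. It had a peak in 3 of 3 H and 1 of 3 C libraries, with 17.35 ± 0.14 (n = 3) in H and 14.16 ± 0.25 (n = 3) in C. The difference was 3.19 (SE 0.21, adjusted p = 0.00198, limma), and it depends on the floor, where C libraries without a peak sat. In HC against CC_s the 3 regions differed by 1.26, 1.80 and 0.53. In HHC against CCC they differed by 0.73, 0.85 and -0.002.

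No region passed in the other pairs, and the region of smallest p is given for each. In HC against CC_s it lies on chromosome 1 from 44557291 to 44602336, within Gulp1. Its log2 total signal was 16.02 ± 0.22 (SD, n = 3) in HC and 18.09 ± 0.26 (n = 3) in CC_s, a difference of -2.07 (SE 0.22, adjusted p = 0.0688, limma). In HH against CC_l it lies on chromosome 19 from 40220851 to 40259435, over an exon of Pdlim1, with 17.55 ± 0.23 (n = 3) in HH and 14.74 ± 0.23 (n = 2) in CC_l, a difference of 2.81 (SE 0.23, adjusted p = 0.162, limma). In HHC against CCC it lies on chromosome 4 from 83966812 to 83978268, in no gene. All 3 HHC libraries lacked a peak there and sat at the floor, and CCC had 16.99 ± 0.04 (n = 2; adjusted p = 0.753, limma), so no difference is given here either. The same region differed by -2.86 between H and C.

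The retained obesity effect places each weight loss library on the line from the control mean, at 0, to the obese mean, at 1, of the younger pair of its duration. HC lay at 0.492 ± 0.0299 (SD, n = 3) and CC_s at 0.139 ± 0.111 (n = 3), a difference of 0.353 (exact permutation test, p = 0.1, the smallest it can give). HHC lay at 0.589 ± 0.156 (n = 3) and CCC at 0.237 ± 0.0171 (n = 2), a difference of 0.352 (exact permutation test, p = 0.2). Fits that each left out 1 replicate gave long-term differences from 0.231, without HH 1, to 0.429, without HHC 2. Over both durations the difference was 0.353 (p = 0.01, adjusted p = 0.012, two-sided exact permutation test), with all 6 weight loss libraries above all 5 controls. The older controls lay above the younger ones, at 0, in both arms. The younger controls define the axis and its 0 and the older ones do not, so this gap is partly built in. The enrichment ratio was lower in every HC library (2.43 to 6.5) than in every CC_s library (7.3 to 7.42).

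**Figure D2:**
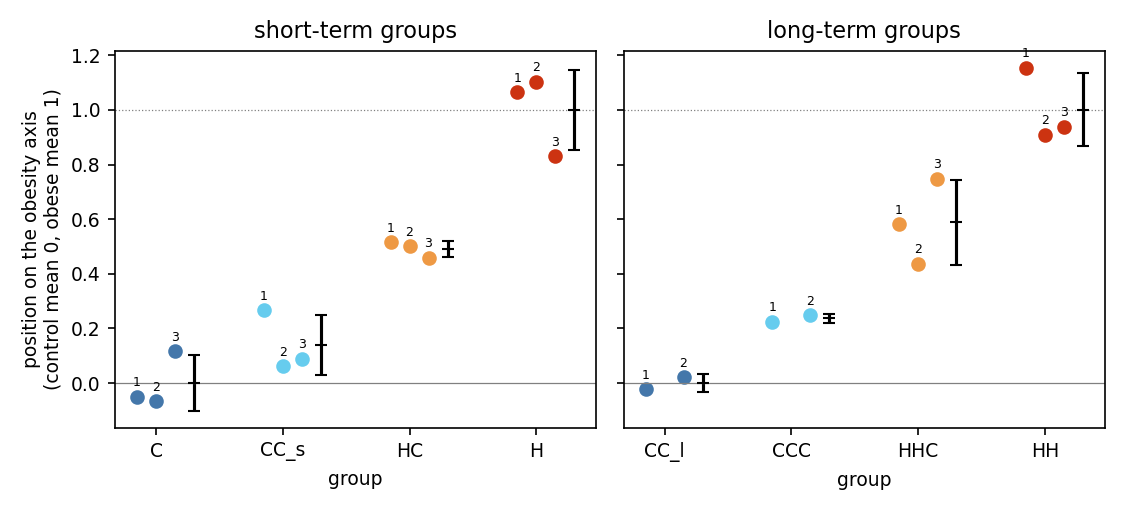
Position of each library on the obesity axis of its duration (vertical axis, control mean 0 and obese mean 1), by group (horizontal axis), with the replicate number beside each point. Black bars give the mean ± SD, and the HC libraries at 0.458 to 0.515 and the HHC libraries at 0.436 to 0.749 lie above CC_s and CCC.

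Across regions, which are not independent replicates, the differences between obese and control and between weight loss and control were correlated. In the short-term arm Pearson's r was 0.412 and Spearman's rho 0.377 over 41681 regions (one-sided exact permutation of libraries, p = 0.05, the smallest it can give). In the long-term arm r was 0.338 and rho 0.307 over 40534 regions (one-sided exact permutation, p = 0.1, the smallest it can give). Over both durations the mean r was 0.375 (p = 0.005, adjusted p = 0.01, exact permutation test). The sign was the same in 58.6% of the regions in the short-term arm and in 55.9% in the long-term arm.

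The 2 durations share no library. The differences of H from C and of HH from CC_l were correlated with r = 0.629 across 49133 regions (p = 0.005, adjusted p = 0.01, one-sided exact permutation test). For HC from CC_s and HHC from CCC r was 0.546 (p = 0.01, adjusted p = 0.012, one-sided exact permutation test). Without HC 3 the latter was 0.383, and without HHC 2 it was 0.513 (exact permutation p = 0.05). The difference between the durations was tested for each region as well, a test added after the data had been seen. No region was called, with 2083 of 36062 regions at an unadjusted p under 0.05 for obesity and 794 of 34407 for weight loss.

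Each library was also correlated across regions with the mean of the C libraries, a C library with the mean of the other C libraries. The mean r was 0.963 ± 0.00874 (SD, n = 3) in C, 0.903 ± 0.0226 (n = 3) in H, 0.962 ± 0.00358 (n = 3) in CC_s and 0.898 ± 0.0880 (n = 3) in HC. In the long-term groups it was 0.971 ± 0.00613 (n = 2) in CC_l, 0.904 ± 0.0313 (n = 3) in HH, 0.960 ± 0.0218 (n = 2) in CCC and 0.880 ± 0.102 (n = 3) in HHC. The obese groups differed from their controls by -0.0634 over both durations (exact permutation test, p = 0.005), and the adjusted p over the 30 tests of library measures was 0.15. The weight loss groups differed by -0.0720 (exact permutation test, p = 0.145). HC 3 at 0.796 and HHC 3 at 0.761 were the lowest of their groups. The weight loss difference had a p under 0.05 in exact permutation tests without any 1 of 5 libraries. It was -0.0846 without HC 1 and -0.0848 without HC 2 (exact permutation p = 0.01 for each). It was -0.0857 without HHC 1, -0.0878 without HHC 2 and -0.0424 without HHC 3 (exact permutation p = 0.0167 for each).

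A principal component analysis was run in each arm. In the short-term arm PC1 took 33.2% and PC2 26.3% of the variance, and 3 of 3 HC libraries were nearer to the H mean than to the CC_s mean. In the long-term arm PC1 took 39.9% and PC2 16.7%, and 2 of 3 HHC libraries were nearer to the HH mean than to the CCC mean. HC 3 with a PC1 score of 146 and HHC 3 with 160 set the first component. HC 3 lay 182 units from the H mean and 186 from the CC_s mean, and HC 2 lay 53.6 and 54.1 units from them. The mean distance of the HHC libraries was 95.8 units to HH and 92.1 to CCC. On presence or absence of a call, 2 of 3 HC and 2 of 3 HHC libraries were nearer to the obese mean.

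**Figure D3:**
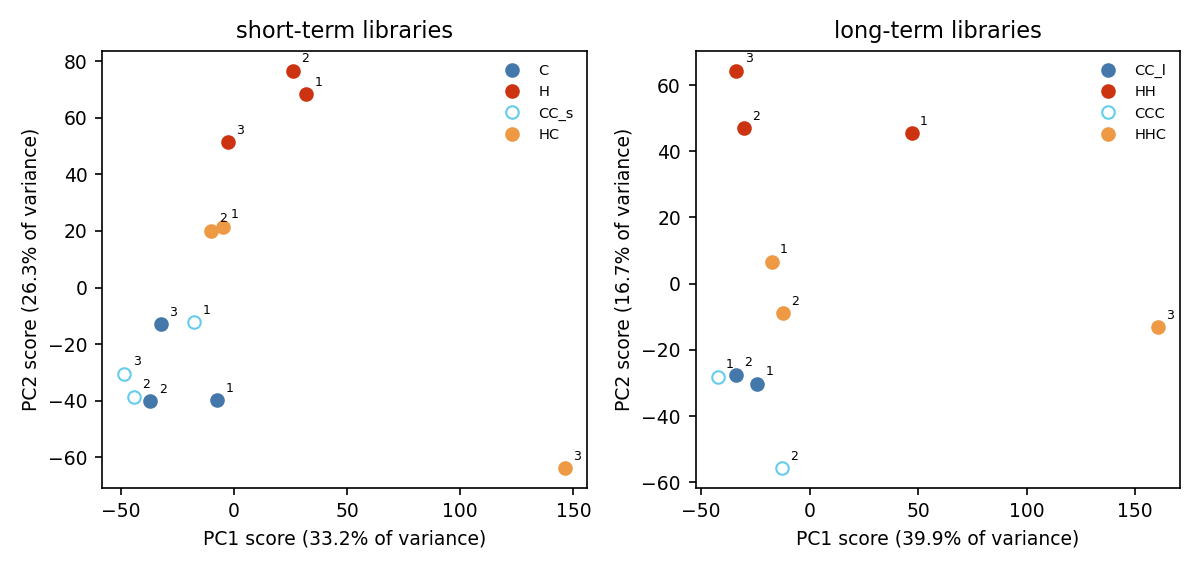
PC1 scores (horizontal axes) and PC2 scores (vertical axes) of the short-term (left) and long-term libraries (right), coloured by group, with the replicate number beside each point. HC 3 and HHC 3 lie at PC1 scores of 146 and 160, away from the other libraries.

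At promoters, the adipocyte list had a median log2 difference of 0.00 between H and C, with 18 of 36 genes higher (limma camera, adjusted p = 0.886 over the 8 tests), and of -0.18 between HC and CC_s, with 14 of 36 higher (adjusted p = 0.647). It was 0.00 between HH and CC_l, with 18 of 36 higher (adjusted p = 0.886). Between HHC and CCC it was -0.54, with 29 of 36 genes lower (adjusted p = 0.00238). That call did not hold under an estimated correlation or under fry (adjusted p = 0.886 for each), and 6 of the 10 splits of the same 5 libraries gave as small a camera p. Without HHC 3 the median was -0.07. The median between HC and CC_s changed sign without HC 3, to 0.17. The inflammatory list had medians of 0.02, 0.05, 0.21 and 0.19 in the same 4 pairs, over 17 to 21 genes with signal (adjusted p = 0.886, 0.886, 0.88 and 0.886). In the control pair CCC against CC_l its median was 0.36, above the 4 diet pairs, and 2 of the 3 splits of those 4 libraries gave as small a camera p. With the maximum signal in place of the total signal, an alternative added after the data had been seen, the adipocyte list was lower in all 4 pairs, by medians of -0.28 to -0.16. In the control pairs that measure gave a median of 0.16 for CCC against CC_l, with 28 of 36 genes higher, and of 0.02 for CC_s against C, with 20 of 36 higher. With the maximum signal the inflammatory list changed sign in H against C, to -0.11 (unadjusted p = 0.0801 with camera and 0.00039 with fry). In HC against CC_s it changed to -0.12 (unadjusted p = 0.0324 with camera and 0.158 with fry). It was 0.04 in HH against CC_l, -0.01 in HHC against CCC, 0.18 in CCC against CC_l and 0.04 in CC_s against C.

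Between H and C, 3 adipocyte genes passed when adjusted over all genes, Fabp4 and Npr3 higher and Acly lower, and 16 passed when adjusted over the list alone. The inflammatory list had 1 gene that passed over all genes, Cd14, lower in H by a log2 difference of -3.71, and 1 adjusted over the list alone. Between HC and CC_s it was Pparg alone over all genes, with a log2 difference of -2.74, and 1 gene adjusted over the list alone. Between HH and CC_l it was Cfd alone over all genes, with -3.07, and 2 genes adjusted over the list alone. Between HHC and CCC no gene of the adipocyte list passed either way, while 558 of all 13169 promoters had an unadjusted p under 0.05. These genes were singled out after their values were seen. With the maximum signal, 2 adipocyte genes passed over all genes in H against C and 7 over the list alone, in place of 3 and 16. With it, 0 passed over all genes in HC against CC_s and 0 in HH against CC_l, where 1 passed when adjusted over the list alone. Pparg lies in another wide stretch, of 165 kb, whose coverage by peaks falls to 16.9% in the lowest library, so its value follows the stretch.

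Of the 10 genes named by rule, none was called at its promoter in any of the 4 pairs. Acacb had the smallest adjusted p, 0.111, with a log2 total signal of 18.19 ± 1.06 (SD, n = 3) in H and 20.17 ± 0.28 (n = 3) in C, a difference of -1.99 (SE 0.52, limma). Acacb differed by -2.06, -0.72 and -1.49 in HC against CC_s, HH against CC_l and HHC against CCC. Without HHC 3, the last of these was -0.02. In that pair Gpam was then -0.999 in place of -2.47, and Cyp2e1 was -0.807 in place of -1.91. Gpam ranged from -2.47 to -0.14 and Cyp2e1 from -1.91 to -0.99 over the 4 pairs. Promoter signal counts the whole of each peak that reaches the promoter. The differences of Acacb, Gpam and Cyp2e1 can therefore also follow where wide peaks join or break, and peak widths there were not examined. Maob ranged from -0.42 to 0.11, Ctsd from -0.22 to 0.24 and Runx2 from -0.05 to 0.88. Lyz2 had enough signal only in H against C, with -0.20, and Icam1 and Tyrobp only in HHC against CCC, where no CCC library was above the floor and no difference is given. Adipoq ranged from -1.37 to 0.89.

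The promoter of Adipoq lies in a stretch of 179 kb on chromosome 16 from 23088923 to 23268205. Peaks covered 92.9% to 100% of it in 18 libraries. They covered 15.7% in HC 3, 20.9% in HH 1, 25.2% in CCC 2 and 18.3% in HHC 3. The value of Adipoq therefore follows the whole stretch and not the promoter.

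**Figure D4:**
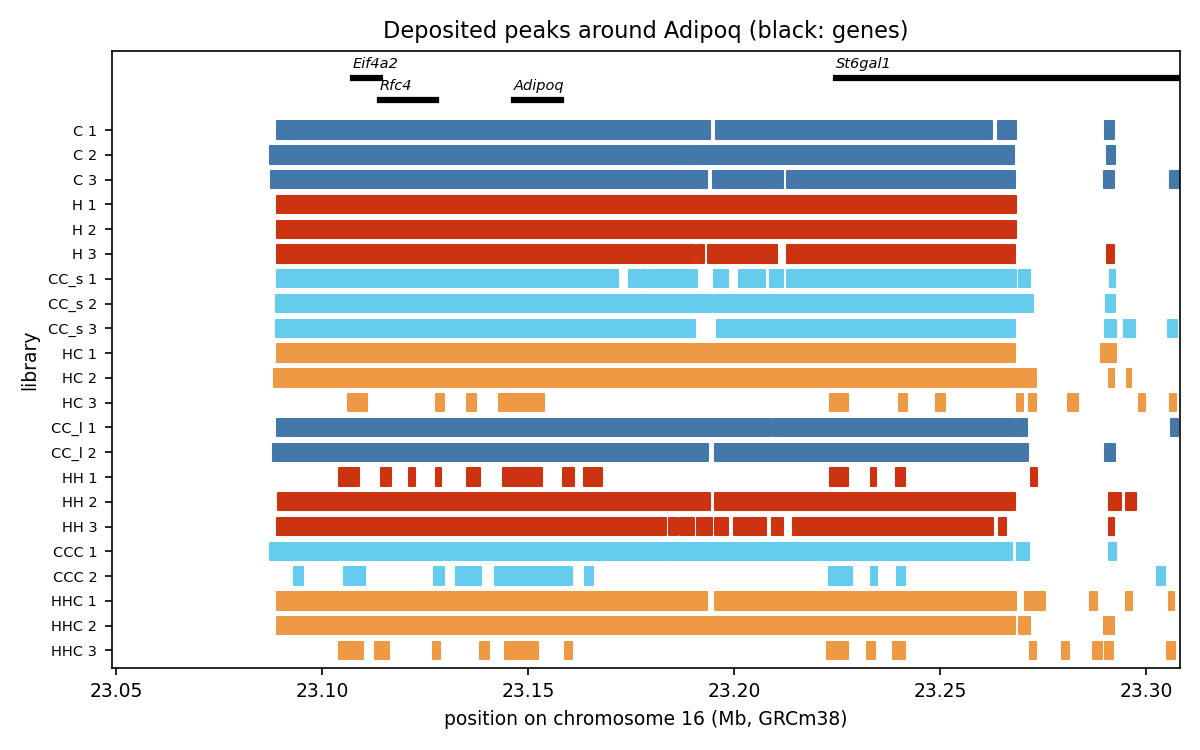
Deposited peaks (coloured bars) of each library (vertical axis) along chromosome 16 (horizontal axis, Mb, GRCm38), with the genes Eif4a2, Rfc4, Adipoq and St6gal1 as black bars. In 18 libraries peaks cover 92.9% to 100% of the stretch around Adipoq, and in HC 3, HH 1, CCC 2 and HHC 3 they cover 15.7% to 25.2%.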

Values the study reported

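The text of the study gives no counts of differing accessible regions from ATAC-seq alone. From CUT&Tag of histone marks in the same labelled adipocytes, it reports 1,475 promoters with differing H3K4me3 in H and 1,094 in HC, most of them with more of the mark. In HH and HHC it reports 859 such promoters. These are counts of a histone mark at promoters, a different measurement from the accessible regions above, and the numbers are not comparable in size.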

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

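The tests of the mitochondrial share and of the promoters that differ between the durations were chosen only after the data had been seen, as were the values without HC 3, HH 1, CCC 2 and HHC 3.

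Each list holds a single mitochondrial peak, which the comparisons of the report do not use. Its share of all signal was higher than in the age-matched controls by 1.19 percentage points on average over the 4 pairs (permutation test within pairs, p = 0.0273). The share was 1.57% ± 0.414 (SD, n = 3) in H and 1.14% ± 0.543 (n = 3) in C, and 2.19% ± 1.90 (n = 3) in HC and 0.589% ± 0.300 (n = 3) in CC_s. It was 2.49% ± 2.51 (n = 3) in HH and 1.05% ± 0.620 (n = 2) in CC_l, and 2.17% ± 0.946 (n = 3) in HHC and 0.877% ± 0.653 (n = 2) in CCC. No pair alone went below p = 0.1 (exact permutation tests). The log2 maximum signal of the peak was higher by 0.62 (permutation test within pairs, p = 0.0289). A share rises when the nuclear peaks hold less signal, and HC 3, HH 1, CCC 2 and HHC 3 have low median maximum signals. They were picked by their low coverage of the stretch around Adipoq and not by signal. HHC 1, which was kept, has a median maximum signal of 34, next to 33 in CCC 2. Without these 4 libraries the difference in share was 0.558 percentage points, and it was -0.0118 between HH and CC_l. CCC then keeps 1 library, so no p is given for the share or for the maximum signal. Neither difference is shown to hold without these libraries. The log2 maximum signal, which is no share of nuclear signal, differed by 0.55 without them. It was 0.08 between H and C, where the SD was 0.39 in H and 0.96 in C. It was 0.12 between HH and CC_l, 0.58 between HC and CC_s and 1.43 between HHC and CCC, with 1 control left. The maximum signal also moves with sequencing depth, which the lists do not give. Low enrichment in these libraries and a real difference in mitochondrial DNA that stays with the nuclei cannot be told apart, since the share falls without these libraries and the maximum signal falls little. How cleanly nuclei were pulled out of fatty tissue was not tested.

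The obesity effect differed between the 2 durations at 9 of 13290 promoters at the adjusted threshold, by a test of the difference itself. They are Gpbar1, higher in the short-term effect by 4.67 on the log2 scale, and Tlr9, Tcam1, Cd14, Hoxa9, Gm11037, Gm11444, Ccdc84 and Rpl7l1, lower in it. All 9 were named after their values were seen. The count was 29 without C 1 and 17 without HH 2. For weight loss, 0 of 13276 promoters differed, with 229 at an unadjusted p under 0.05, and 17 differed without CC_s 1. The total signal of a wide peak is counted for a promoter in the libraries where the peak reaches it and not where it breaks before it. The maximum signal is read from the same peaks and can switch in the same way. It therefore cannot decide whether such breaks alone made the difference. With the maximum signal, 1 of the 9 promoters was still called, Gpbar1. The other 8 kept their sign, and 5 of them still differed by more than 1, Hoxa9 by -2.79, Cd14 by -2.07, Tlr9 by -2.04, Tcam1 by -1.54 and Gm11037 by -1.5. Gm11444, Ccdc84 and Rpl7l1 differed by -0.74, -0.39 and -0.17. The total signal of wide peaks that reach the promoter in some libraries and break before it in others therefore cannot be told apart from a difference between 12 and 25 weeks of high-fat diet. The durations coincide with the series of libraries and with age.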

How the results depend on the processing

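The summit windows, the maximum signal at promoters, the fits without HC 3, HH 1, CCC 2 and HHC 3, every alternative for covered length and median peak width and for the difference between durations, and leaving out replicates for replicate overlap and for the agreement of durations were chosen after seeing the data. Over 1387 alternative values, 887 of the values for the results of the comparisons kept their direction and side of the threshold, or moved by less than their spread. Another 158 moved further, 19 no longer passed, 7 passed in addition and 1 reversed. For the named regions and genes, 304 stayed and 11 passed in addition. Among values not called either way, 106 changed sign. Except where fewer libraries, fewer peaks or other regions are the setting itself, the cause was not tested. The smallest exact p limits what a single pair can show.

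The retained obesity effect over both durations ranged from 0.292, without HH 1, to 0.391, without HHC 2, across 22 fits that each left out 1 replicate. The correlation of effects over both durations ranged from 0.323 to 0.414, the agreement of durations for obesity from 0.515 to 0.654 over 11 fits, and retention of lost regions over both durations from 41.0 to 58.2 percentage points. These stayed on their side of the threshold in the fits that could be tested. Fits that leave CC_l or CCC with 1 library give a value and no p.

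With the 10000 strongest peaks, gained regions were 347 for H against C, 58 for HC against CC_s, 196 for HH against CC_l, 128 for HHC against CCC, 68 for CC_s against C and 276 for CCC against CC_l. Lost regions were 399, 273, 326, 200, 68 and 394 in that order. The promoter share differed by -2.71 percentage points between H and C. With an equal number of peaks, HC against CC_s had 126 gained regions, and lost regions were 946 for HH against CC_l, 760 for HHC against CCC and 634 for CCC against CC_l. Retention of gained regions over both durations was 33.1 percentage points (exact permutation p = 0.05).

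Where a call needed 50% of the region covered, gained regions were 44 for HC against CC_s, 395 for HH against CC_l, 142 for HHC against CCC and 1168 for CCC against CC_l. Lost regions were 952 for HH against CC_l, 879 for HHC against CCC and 213 for CC_s against C, and retention of gained regions was 19.5 percentage points (exact permutation p = 0.13). With peaks counted as shared at 50% of their length, the short-term replicate overlap was 0.0175 (permutation p = 0.192).

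With summit windows of 1 kb, gained regions were 414 for HC against CC_s, 465 for HHC against CCC, 491 for CC_s against C and 1709 for CCC against CC_l. Lost regions were 2969 for HH against CC_l, 2876 for HHC against CCC, 318 for CC_s against C and 2807 for CCC against CC_l. Retention of gained regions was 26.3 percentage points (exact permutation p = 0.05). At the unadjusted threshold 287 windows passed for CC_s against C and 619 for CCC against CC_l, and at the adjusted threshold 15 for HC against CC_s and 24 for CC_s against C. The named regions have no value in these windows.

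With median-ratio scaling, 1116 regions were called between H and C and 18 between HC and CC_s. At the unadjusted threshold there were 1121 for H against C, 459 for HC against CC_s, 486 for HH against CC_l, 83 for CC_s against C, 129 for CCC against CC_l and 124 for the difference between durations in obesity. With the maximum signal, 6 regions were called between HC and CC_s, and 423 for HHC against CCC and 466 for CCC against CC_l passed the unadjusted threshold. The correlation with the young control then differed by -0.103 for H against C and -0.116 for HH against CC_l, and with Spearman's rho by -0.117 and -0.129. With the maximum signal at promoters, 2 promoters differed between durations in obesity. The adipocyte list had a median of -0.18 for H against C, a change of sign, -0.22 for HC against CC_s and -0.16 for HH against CC_l, each past the threshold under camera at the preset correlation and none under the estimated one.

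Without a filter on regions, 1224 were called between H and C, and 500 for HC against CC_s, 110 for HHC against CCC, 121 for CC_s against C and 144 for CCC against CC_l passed the unadjusted threshold. With regions called in every library, 1222 were called between H and C, and 1281 for H against C, 353 for HC against CC_s, 596 for HH against CC_l, 91 for HHC against CCC and 112 for CC_s against C passed the unadjusted threshold. With all libraries of a duration fitted together, 390 regions were called for HC against CC_s, 73 for HH against CC_l, 10 for HHC against CCC, 7 for CC_s against C and 19 for CCC against CC_l, and 515 for HHC against CCC and 139 for CCC against CC_l passed the unadjusted threshold. Without a trend in eBayes, 79 regions were called for HC against CC_s and 1 for CC_s against C, and 402 for HHC against CCC and 120 for the difference between durations in weight loss passed the unadjusted threshold.

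With a replicate block, 156 regions were called for HH against CC_l, 1 for HHC against CCC and 5 for CC_s against C, and 579 for HHC against CCC and 282 for CC_s against C passed the unadjusted threshold. The adipocyte list had -0.071 for HHC against CCC, the value without HHC 3, which has no CCC library of its number. The mean correlation of libraries of the same number was 0.00621 for H against C, -0.069 for HC against CC_s, 0.0715 for HH against CC_l and 0.035 for HHC against CCC, and that of the others was -0.0031, 0.0402, -0.0358 and -0.0175. These few pairs do not settle whether the replicate block pairs anything. Under fry and under an estimated correlation the adipocyte list for HHC against CCC, with its median of -0.54, did not pass.

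Without HC 3, HH 1, CCC 2 and HHC 3, gained regions were 913 for HC against CC_s, 2561 for HH against CC_l, 1393 for HHC against CCC and 2150 for CCC against CC_l, and lost regions were 3939 for HHC against CCC and 2024 for CCC against CC_l. For HC against CC_s 82 regions were called, and 1541 for HH against CC_l passed the unadjusted threshold. The retained obesity effect in the long-term arm was 0.198, and the weight loss difference in correlation with the young control was -0.0247. HHC against CCC, with 1 control left, was not fitted.

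Across the fits that each left out 1 replicate, regions called between H and C ranged from 147, without C 2, to 2606, and between HC and CC_s from 0 to 82, without HC 3. At the unadjusted threshold the range was 1857 to 3011 for H against C and 337 to 1047 for HC against CC_s. It was 685 to 1541 for HH against CC_l, 72 to 502 for HHC against CCC and 119 to 311 for CC_s against C. It was 212 to 558 for the difference between durations in obesity and 48 to 218 in weight loss, and for promoters that differ at the adjusted threshold 6 to 29 in obesity and 0 to 17 in weight loss. Regions and promoters were not tested in fits that leave CC_l or CCC with 1 library.

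In the same way, gained regions ranged from 1804 to 2482 for H against C, 237 to 913 for HC against CC_s, 1389 to 2561 for HH against CC_l, 599 to 892 for HHC against CCC, 409 to 1098 for CC_s against C and 1214 to 5666 for CCC against CC_l. Lost regions ranged from 1399 to 2323, 1132 to 2438, 2068 to 4121, 1637 to 5729, 234 to 460 and 2024 to 4084 in that order. A region needs fewer calls when a library is left out, so these counts rise. Retention of gained regions over both durations ranged from 24.4 to 37.3 percentage points, short-term replicate overlap from 0.0123 to 0.0579 and the agreement of durations for weight loss from 0.383 to 0.573. The correlation with the young control ranged from -0.0726 to -0.0336 for H against C and from -0.0878 to -0.0424 for weight loss, and the adipocyte list for HHC against CCC from -0.92 to -0.071.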

Other observations

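The tests of the enrichment ratio, of the coverage and edges of the stretch around Adipoq, of the marker lists, of peak number, of the obesity axis without 4 libraries and of the splits for regions were chosen only after the result was seen, and the rest of the tests in this part were added after the data had been seen.

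With 3 libraries against 3 there are 10 splits, so the share of splits with a result as large is never under 0.1. For H against C, 1 of the 10 splits gave as many regions at the adjusted threshold, 1 of 10 as many at the unadjusted threshold and 1 of 10 as many gained and lost regions, in each case the groups as labelled. For HC against CC_s, 1 of 10 gave as many regions at the unadjusted threshold and 1 of 10 as many gained and lost regions. For the control pair CC_s against C these were 3 of 10 and 3 of 10. At promoters, 8, 6 and 4 of the 10 splits gave as small a camera p for the adipocyte list in H against C, HC against CC_s and CC_s against C, and 10, 8 and 6 of 10 for the inflammatory list. For the number of adipocyte genes adjusted over the list alone it was 1, 1 and 10 of 10.

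The stretch of chromosome 16 from 23088923 to 23268205 holds Eif4a2, Rfc4 and Adipoq and part of St6gal1. In 18 libraries its signal per base was 1.55 to 3.13 times that of 10 other wide stretches, and in HC 3, HH 1, CCC 2 and HHC 3 it was 0.653, 0.438, 0.346 and 0.705 times. Low enrichment breaks wide stretches into separate peaks. In CCC 2 the stretch was covered to 25.2%, while the least covered of the 10 others was covered to 65.8%, and in HH 1 the values were 20.9% and 35.1%, which argues against low enrichment there. In HHC 3 it was covered to 18.3% and the least covered other stretch to 15.3%, and in HC 3 to 15.7% and 11.9%. Low enrichment therefore stays open for these 2 libraries. The start of the stretch had an interquartile range of 306 bp over the libraries, where the lowest of the 10 others was 1034 bp. Its end had 737 bp, within the range of the others, whose lowest was 374 bp. A fixed start is what extra copies of 1 segment would give, and a candidate explanation is a transgene built from a long segment around Adipoq, since the mice carry a Cre recombinase driven by Adipoq. Under it, animals without the transgene would lack the stretch, and their nuclei would not be labelled. No genotype was examined, and the hypothesis rests on the same data that raised it.

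If the 4 libraries held nuclei of other cells, the adipocyte list would lie lower at promoters than in the other libraries of the group. The median difference was -0.51 in HC 3 and -1.36 in HHC 3, below the range of -0.39 to 0.34 in the 11 libraries of groups that all have the stretch. It was -0.11 in HH 1 and 0.00443 in CCC 2, within that range. Endothelial and stromal markers (11 genes) had medians of 0.96 in HH 1 and 1.21 in HHC 3, the highest of the 22 libraries, and of 0 in HC 3 and CCC 2. Most of the other libraries have a median of 0 as well. Macrophage markers (6 genes) had medians of 0.32 in HC 3 and -0.65 in HHC 3, within the range of the other libraries, -0.89 to 0.71. The inflammatory list (27 genes) had a median of 0.91 in HC 3, the highest of the 22 libraries, and of -0.001 in HHC 3. Nuclei of other cells may account for HC 3 and HHC 3, where low enrichment is open as well. They remain undecided for HH 1, where the adipocyte list is within its range and endothelial and stromal markers are high, and for CCC 2.

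The regions called between H and C were tested against a difference in enrichment. The direction in which HC 3 and HHC 3 differ from their group mates had r = 0.0348 with the difference of H from C. With that direction removed 2647 regions were called, of which 2515 had been called before, which argues against the direction set by those 2 libraries. In HC against CC_s the same removal gave 222 higher and 524 lower regions where 0 had been called, and HC 3 sets the direction, so that gain is partly built in. In HH against CC_l and HHC against CCC it gave 0 calls, with 5035 and 3882 regions at an unadjusted p under 0.05. The direction does not hold all of the enrichment. The ratio of the median to the lowest maximum signal differed by -2.55 between H and C (exact permutation test, p = 0.1) and by -2.30 between HC and CC_s (exact permutation test, p = 0.1), with no overlap of groups in either pair, which chance gives in 10% of such pairs. Between HH and CC_l it differed by -0.667 (exact permutation test, p = 0.7) and between HHC and CCC by -1.63 (exact permutation test, p = 0.6), with overlap. Over both durations the differences were -1.61 for obesity (exact permutation test, p = 0.085) and -1.97 for weight loss (exact permutation test, p = 0.15). A part played by enrichment in the difference between H and C therefore stays open. Without HH 1, the HH libraries had ratios of 6.2 and 6, and the CC_l libraries had 4.67 and 7.3. In that fit the differences of H from C and of HH from CC_l still had r = 0.654 across regions. This argues against enrichment, as marked by this ratio, as the whole cause of the difference that both durations share. Around their genes, macrophage markers had a median log2 difference of -0.10 (8 of 12 genes with signal, 7 lower in H) and endothelial and stromal markers of 0.032 (9 genes, 5 higher). Lymphocyte markers had -0.0075 (9 genes, 4 higher). No macrophage marker passed over all genes. Cdh5 passed, and those that passed among the lymphocyte markers include Themis, Nkg7 with 0.93 and Pax5 with -1.81. Cdh5 and Themis were higher in H, with all 3 C libraries at the floor, so no difference is given for them. They were named after their values were seen. Members of each list go both ways, so the lists do not decide whether nuclei of other cells play a part in the H libraries.

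The difference of weight loss and control libraries on the obesity axis was 0.353. Without HC 3, HH 1, CCC 2 and HHC 3 it was 0.285, and with the low-enrichment direction removed it was 0.317 (exact permutation test, p = 0.005, the smallest it can give). HC 3 and HHC 3 are scored here and set that direction, so a small p is partly built in. The direction had r = 0.0348 with the difference of H from C and 0.108 with that of HH from CC_l. The differences of 0.285 and 0.317 argue against those 4 libraries and against that direction as the whole cause. The milder difference in enrichment between HC and CC_s stays open. A lasting change in adipocyte chromatin stays open as a hypothesis, as does a change in the make-up of the labelled nuclei.

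Peak number followed the lowest total signal that a library's threshold let through. Over the 22 libraries Pearson's r was -0.959 and Spearman's rho -0.970 (permutation p = 1e-05 for each, the smallest they can give), and r was -0.942 without HHC 3 and HC 3. In the 12 short-term libraries r was -0.985 and rho -0.965 (permutation p = 1e-05 for each), with r = -0.948 without HC 2 and HC 3. In the 10 long-term libraries r was -0.923 (permutation p = 0.00031) and rho -0.879 (permutation p = 0.00159), with r = -0.818 without CCC 1 and HHC 2. Both values come from the same list, which keeps a top share of its library's covered blocks. Peak number may therefore say more about that setting than about the library's open chromatin.

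The region on chromosome 2 from about 98.66 Mb, which is the strongest peak of every library, held 2.36% of the signal in C 2, 14.2% in HHC 3 and the most in HC 3. Whether it is on the study's list of problem regions was not tested.

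Distal regions with the AP-1 motif TGASTCA within 150 bp of the highest summit (2712 regions) were compared with those without (28741 regions). The mean signal of the former relative to the latter was higher by 0.103 in the obese than in the control libraries over both durations (exact permutation test, p = 0.005, the smallest it can give). It was higher by 0.0847 between H and C and by 0.122 between HH and CC_l, and by 0.106 without HC 3, HH 1, CCC 2 and HHC 3 (exact permutation test, p = 0.0167). More AP-1 binding after high-fat diet may explain it, and signal from other cells was not excluded. For weight loss the difference was 0.0266 (exact permutation test, p = 0.13), and it was 0.021 without the same 4 libraries. These values leave open whether such binding lasts.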
